# Integrated database for identifying candidate genes for *Aspergillus flavus* resistance in maize

**DOI:** 10.1186/1471-2105-11-S6-S25

**Published:** 2010-10-07

**Authors:** Rowena Y Kelley, Cathy Gresham, Jonathan Harper, Susan M Bridges, Marilyn L Warburton, Leigh K Hawkins, Olga Pechanova, Bela Peethambaran, Tibor Pechan, Dawn S Luthe, J E Mylroie, Arunkanth Ankala, Seval Ozkan, W B Henry, W P Williams

## Abstract

**Background:**

*Aspergillus flavus* Link:Fr, an opportunistic fungus that produces aflatoxin, is pathogenic to maize and other oilseed crops. Aflatoxin is a potent carcinogen, and its presence markedly reduces the value of grain. Understanding and enhancing host resistance to *A. flavus* infection and/or subsequent aflatoxin accumulation is generally considered an efficient means of reducing grain losses to aflatoxin.  Different proteomic, genomic and genetic studies of maize (*Zea mays* L.) have generated large data sets with the goal of identifying genes responsible for conferring resistance to *A. flavus*, or aflatoxin.

**Results:**

In order to maximize the usage of different data sets in new studies, including association mapping, we have constructed a relational database with web interface integrating the results of gene expression, proteomic (both gel-based and shotgun), Quantitative Trait Loci (QTL) genetic mapping studies, and sequence data from the literature to facilitate selection of candidate genes for continued investigation. The Corn Fungal Resistance Associated Sequences Database (CFRAS-DB) (http://agbase.msstate.edu/) was created with the main goal of identifying genes important to aflatoxin resistance.  CFRAS-DB is implemented using MySQL as the relational database management system running on a Linux server, using an Apache web server, and Perl CGI scripts as the web interface.  The database and the associated web-based interface allow researchers to examine many lines of evidence (e.g. microarray, proteomics, QTL studies, SNP data) to assess the potential role of a gene or group of genes in the response of different maize lines to *A. flavus* infection and subsequent production of aflatoxin by the fungus.

**Conclusions:**

CFRAS-DB provides the first opportunity to integrate data pertaining to the problem of* A. flavus* and aflatoxin resistance in maize in one resource and to support queries across different datasets.  The web-based interface gives researchers different query options for mining the database across different types of experiments.  The database is publically available at http://agbase.msstate.edu.

## Background

Mycotoxins are considered to be among the most significant food contaminants because of their negative impact on public health, food security, and the national economy of many countries.  They affect a wide range of agricultural products, including cereals, nuts, and oilseeds, that are used for human food and animal feeds.  Mycotoxin contamination of susceptible commodities occurs as a result of environmental conditions in the field as well as improper harvesting, storage, and processing operations [1-3].  Mycotoxins may be carcinogenic, mutagenic, teratogenic, and immunosuppressive.  Estimated annual losses in the USA and Canada arising from the impact of mycotoxins on the feed and livestock industries are of the order of $5 billion. In developing countries, food staples are susceptible to contamination and it is likely that a significant number of human deaths are attributable to the consumption of mycotoxins [1].

Aflatoxins are an important group of mycotoxins that are produced as secondary metabolites under conducive climatic conditions by the fungi *Aspergillus flavus* Link:Fr. and *A. parasiticus* Speare [3].  The most common aflatoxins produced by these fungi are B1, B2, G1, and G2; the most potent of these is B1 [4,5]. Because aflatoxin induces animal diseases, particularly liver cancer in humans, aflatoxins are the most widely studied mycotoxins.  More than 50 countries have established or proposed regulations for controlling aflatoxin ingestion from contaminated foods and feeds [6-9].  The U.S. Food and Drug Administration [10] set a tolerance level of 20 ng g^-1^ for aflatoxin B1 in maize (*Zea mays* L.).  Grain that exceeds that level cannot be shipped via interstate commerce or used for human consumption.  As of 2003, 61 countries have imposed regulations on aflatoxin B1 levels in foodstuffs [11].  Aflatoxin contamination of corn reached epidemic proportions in the U.S. in 1977 and 1998.  In 1998, aflatoxin contamination resulted in $85 to $100 million in losses to maize producers in Texas, Louisiana, and Mississippi [12], and the combined crop loss due to aflatoxin epidemics in the southern USA during 1988, 1989, 1995, 1996, and 1998 surpassed $1 billion [13].  Because *A. flavus* infection and aflatoxin accumulation can lead to substantial economic losses and risk to human and animal health, efforts to create resistant corn varieties are ongoing. The seriousness of the problem of aflatoxin has generated large quantities of data from many breeding and genetics, fungal biology, physiological and biochemical studies, but the problem has yet to be solved.  

Genetics and breeding studies have focused on identifying lines with genetic resistance, either to fungal infection or specifically to aflatoxin accumulation [14-16], and mapping the resistance genes and moving them into susceptible corn inbred lines.  Biochemical studies have worked to identify the aflatoxin toxicity pathways and determine its effects on the physiology of the animals that eat infected grain and ways to mitigate these effects [4,5].  Genomics and proteomics studies of both the fungus and the corn plant, seek to identify pathways, proteins,  and genes involved in toxin metabolism and catabolism, to manipulate the production and reduction of aflatoxin and keep levels low in fungal-infected grains. Finally, many studies of resistance mechanisms to fungal infection and spread in plants are available, and much of this research may shed some light on the search for genes conferring resistance to *A. flavus*.   

The Corn Fungal Resistance Associated Sequences Database (CFRAS-DB) was created to integrate different data types from studies of aflatoxin resistance in maize by different researchers to allow us to more effectively investigate mechanisms, pathways, and genes that confer resistance to some maize lines, and allow the development of high yielding maize lines with resistance to *A. flavus* and/or aflatoxin.  CFRAS-DB uses a MySQL relational database management system with dynamic query and data integration to help researchers identify gene sequences with a possible role in aflatoxin accumulation resistance, using multiple lines of evidence.   This may help narrow the number of potential candidate genes that will be studied to determine or confirm function in aflatoxin accumulation resistance in maize.  Genes with the highest probability of being associated with aflatoxin accumulation resistance should be given priority for further study, including the creation of transgenic plants to test construct effect, association analysis of candidate genes with important phenotypes, or other biochemical or genetic tests of gene function.  

One of the major challenges of integrating data from different types of experiments conducted by different researchers over several different years is mapping the identifiers used in the different studies to a common set of identifiers.  MaizeSequence.org is a central resource for the recently sequenced maize genome and we use their gene model identifiers as reference identifiers.  Sequences from all experiments stored in CFRAS-DB are mapped to MaizeSequence.org sequences and the MaizeSequence identifiers serve as the primary key linking the different experiments. Data entries may represent DNA sequences, protein sequences, genetic loci (locations) on a chromosome, expression data of specific proteins or RNA sequences, or physiological or phenotypic traits linked to genetic markers at known loci.  This database supports multiple dynamic queries to find and display data for different genes and genotypes (individual maize plants). The outputs based on these queries can also be downloaded and used as input for pathway analysis programs for more evidence of a common function for genes these queries identify.

## Results and discussion

CFRAS-DB integrates information from the newly sequenced maize genome [17] with results and annotation efforts from the aflatoxin host plant resistance community to help researchers identify genes that confer resistance in maize to *A. flavus*. Table 1 provides a list of the community datasets stored in CFRAS-DB and Table 2 provides a list of external resources integrated into CFRAS-DB. The resistance data has been collected using a wide variety of techniques, different identifiers have been used to specify genes/proteins in the experimental results from different studies, and because the newly released draft maize genome is still quite immature and will be updated on a regular basis. In addition, the resistance studies have used a variety of different maize genotypes (most are different from the B73 genotype used for the maize sequencing project) and a variety of *A.flavus* genotypes. These issues motivated a gene centric design where all entities are mapped to MaizeSequence identifiers.  This approach enables data mining across multiple experiments and easy integration with AgBase.   Figure 1 shows the entity-relationship diagram for the core CFRAS-DB tables.  

**Table 1:** Types of data currently available from the maize/*Aspergillus* research community and the type of identifier reported.

Data Type	Identifier Type	Number of Records	Data Source
Gene microarrays	ESTs with a variety of identifiers	62,178	MSU 2002 Kelley 2DAI MSU 2005 Kelley 4 DAI
Shotgun proteomics	UniProtKB	512	MSU 2004 Pechanova Rachis
Gel based proteomics	UniProtKB	411	MSU 2004 Pechanova Rachis
QTL studies	Bin numbers	67	Paul et al 2003Widstrom et al 2003Busboom 2004Unpublished QTLBrooks 2005Warburton 2009Warburton 2010
SNP studies	EST identifiers	30	MSU Mylroie SNP

**Table 2:** External data sources integrated into CFRAS-DB

External Source	Number of Records	Data Type
ZMGI	21,900	EST sequences with ids from a variety of sources
TIGR	5,071	Assembled EST sequences (TCs) with TC ids
NCBI	1,101	EST sequences and detailed gene information
MaizeGDB	25,943	Bin location for EST identifiers and genes
UniProtKB	19,006	UniProtKB protein identifiers and identifier mapping
MaizeSequence	16,955	Genome sequence, gene models, gene transcript mapping

**Figure 1:**
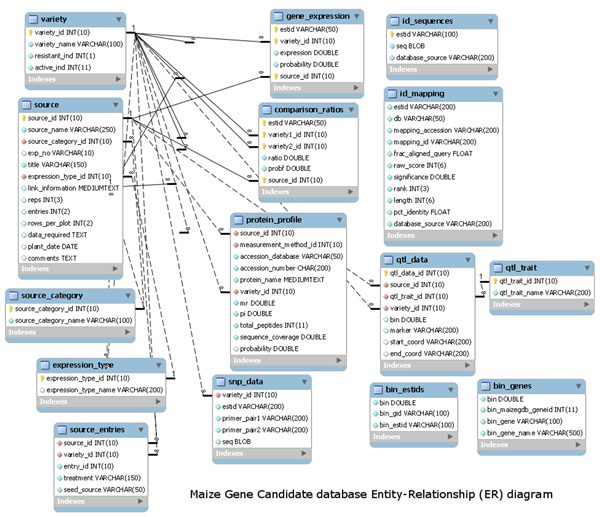
**Entity-relationship diagram for CFRAS.** This ER diagram includes the results of gene expression, proteomic, Quantitative Trait Loci (QTL) and sequence data.  These results are linked to the MaizeSequence core tables by the stable_id found in the gene_stable_id table in the MaizeSequence database.

The database now supports queries that enable users to identify genes implicated in resistance by multiple lines of evidence and that are the most promising for future investigations.  The web-interface provides the user with the capability to generate many additional queries.  For example, Figure 2 shows the search interface for gene expression results.   The user can select one or more experiments, genotypes, bins, direction of gene regulation, and/or specific identifiers.  Figure 3 shows the results for a gene expression query where the experiment was MSU 2005 Kelley 4 DAI, the genotype is VA35, bins are 1.00-1.02, and gene regulation is “all differentially expressed genes.”  The results page allows the user to sort the data on any column where the header is underlined (all columns in this example).  Our goal is to allow the user to access the data easily, to any desired level of detail, and from many different points of view.  If the user clicks on a sequence identifier in a gene expression list, information about the gene from MaizeSequence is displayed (Figure 4).  If the user selects an EST id, a list of all the experimental and mapping data for the corresponding MaizeSequence gene model will be displayed. From the expression results (Figure 3) one can also select a bin link.  The resulting bin data display includes QTLs that fall within the bin and a list of all sequences in the bin for which experimental data is available. From the gene expression results page, one can also explore detailed metadata about each experiment and a description of the genotypes used in the experiments. Table 3 provides a list of all queries currently available. Query capabilities will be extended and refined to meet user needs as the database expands.  CFRAS-DB results tables can be downloaded as Excel worksheets for further analysis.

**Figure 2:**
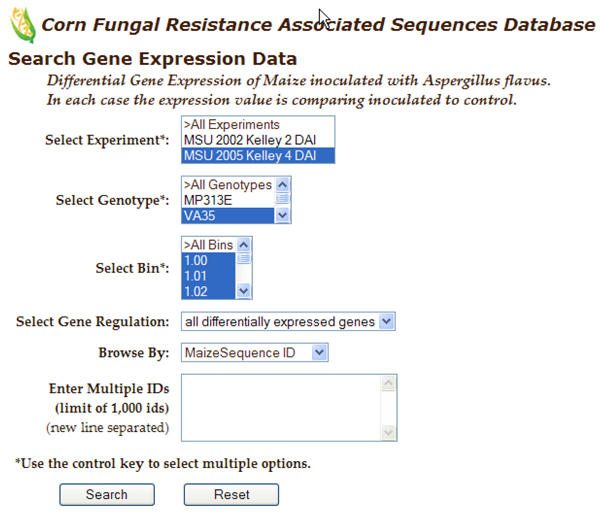
**CFRAS-DB Gene Expression query search page.** Snapshot of search interface when a specific experiment, genotype and bin(s) are selected.

**Figure 3:**
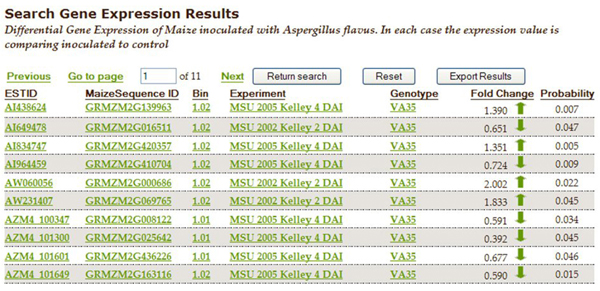
**Results generated from the query shown in Figure **2. From this results list, the user can select any ESTID, MaizeSequence ID, bin, experiment and genotype for further details.  The user can also sort the results based on any column in the results page.

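Of the ESTs that Figure 3 lists, the figure's own experiment column assigns AI649478, AW060056 and AW231407 to the 2 DAI study, while the text gives the query as one of the 4 DAI experiment. In the 2 DAI study, RNA of inoculated ears was compared with RNA of uninoculated ears on 4 arrays of the inbred line Va35 and 4 arrays of Mp313E. AW060056, which Figure 3 places in the gene model GRMZM2G000686, had a log2 ratio of inoculated over uninoculated of 0.65 (standard error 0.24) in Va35 and was above 0 on 4 of 4 arrays. In Mp313E its log2 ratio was -0.13 (standard error 0.34), with 1 of 3 arrays above 0. AW231407, in the gene model GRMZM2G069765, had a log2 ratio of 0.66 (standard error 0.22) in Va35, with 3 of 4 arrays above 0 and -0.03 on the dye-swap array, and a log2 ratio of -0.25 (standard error 0.22) in Mp313E, with 2 of 4 arrays above 0. The Mp313E values of both turned above 0 under some alternatives, such as 0.0715 for AW231407 with marked spots kept and 0.0311 for AW060056 without Mp313E replicate 2. AW231407 stood at 1.02 in Va35 without Va35 replicate 0, and in Mp313E at -0.61 without Mp313E replicate 0, -0.15 without Mp313E replicate 2 and -0.13 without Va35 replicate 0. AW060056 was above background plus 1 SD in both channels on 3 of 8 arrays and AW231407 on 5. AI649478, in the gene model GRMZM2G016511, was left with 1 Va35 array once the spots that carry a negative mark in the files were left out. This was the dye-swap array, at a log2 ratio of -2.04, and the EST was therefore not tested. With those spots kept, its log2 ratio was -1.04 in Va35 and -0.26 in Mp313E, and Mp313E minus Va35 was 0.77 (limma, unadjusted p = 0.124). Without them, its 4 Mp313E arrays lay between -0.18 and 0.32. Neither AW060056 nor AW231407 passed the test in Va35 over all 3134 probes tested (limma, adjusted p = 0.919 for both). The difference between the lines, Mp313E minus Va35, was -0.78 (standard error 0.34) for AW060056 and -0.90 (standard error 0.29) for AW231407 (limma, adjusted p = 0.795 for both). When adjusted over the list alone, that is over the 3 ESTs named in the paper that could be tested, limma gave an adjusted p of 0.0323 for both ESTs in Va35, and of 0.0560 and 0.0212 for their differences. The study chose these ESTs on these arrays, so these values are not independent evidence. The direction of all ratios from these arrays is likely but not settled, because the files name the channels only A and B. It was taken from the direction of these ESTs in Figure 3. The authors' value table, whose direction is not stated, bears only on the turning of the dye-swap arrays, and hardly on that of Mp313E.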

**Figure 4:**
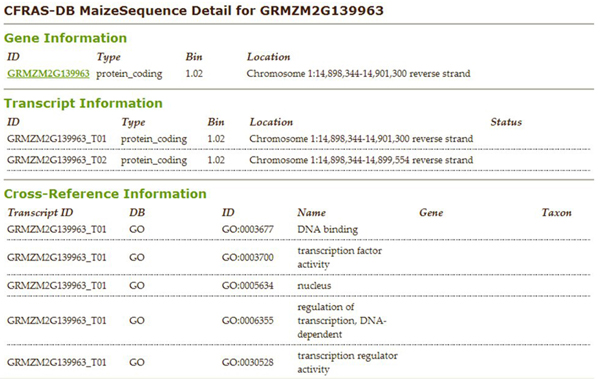
**Details generated when a gene MaizeSequence ID is selected.** Information from the MaizeSequence core tables is displayed.

**Table 3:** CFRAS-DB currently supported queries

Query Name
Gene Expression
Pairwise Genotypic Differential Expression
SNPs in Candidate Genes
QTL Study Data
Mapped QTLs by Genotype
Protein Profile Data
Combined search experiment data and gene data by genotype
Bin Contents
Combined location search for Gene Expressed data with QTL data
Gene Summary Counts

Examples of candidate genes that have been identified from multiple lines of evidence in CFRAS-DB include AW261420: Formate dehydrogenase Zea mays (Va35), AW438153: DRE binding factor 1 (dbf1) (Mp313E), TC239060: Pathogenesis-related protein 1 precursor (Va35), and AZM4_24463: Disease resistance protein RPM1 (Mp313E).  

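AW438153, the EST of DRE binding factor 1 (dbf1), a transcription factor of the AP2 family that binds dehydration-responsive promoter elements, lay on opposite sides of 0 in the 2 lines at 2 DAI. In the susceptible line Va35 its log2 ratio of inoculated over uninoculated was -0.49 (standard error 0.19), below 0 on 4 of 4 arrays. In the resistant line Mp313E it was 0.36 (standard error 0.19), above 0 on 4 of 4 arrays. The dye-swap array of each line was read by its source names. Read by the label fields, which give opposite dyes, these arrays change sign, and neither line has all 4 arrays on 1 side of 0. The log2 ratio of AW438153 was then -0.40 in Va35 and 0.12 in Mp313E, in a model without a dye effect. By the source names, a model without a dye effect gave -0.54 and 0.31. AW261420, the EST of formate dehydrogenase, which oxidizes formate to carbon dioxide, had log2 ratios of 1.64, 0.91 and 1.12 on 3 Va35 arrays and of -0.82 on the Va35 dye-swap array. On the 2 Mp313E arrays that measured it, the log2 ratios were 0.56 and -0.41.

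**Figure D1:**
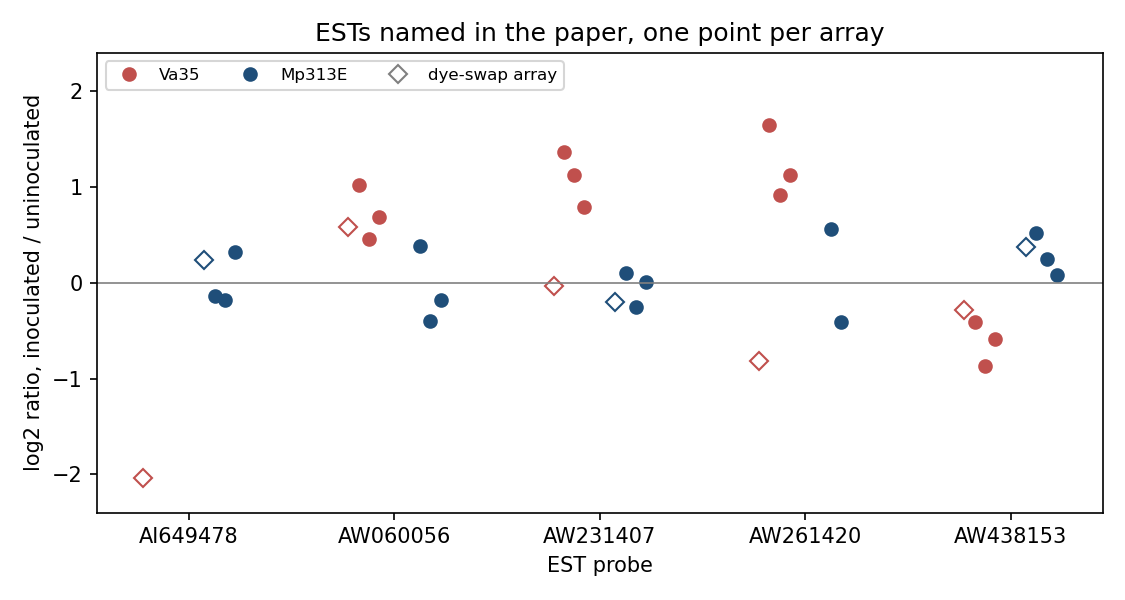
Log2 ratio of inoculated over uninoculated ear RNA at 2 DAI (vertical axis) for the 5 ESTs named in the text or in Figure 3 that these arrays carry (horizontal axis), with 1 point per array and open diamonds for the dye-swap arrays. For AW438153, the 4 Va35 arrays lie between -0.87 and -0.29 and the 4 Mp313E arrays between 0.08 and 0.52.

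The difference of AW438153 between the lines, Mp313E minus Va35, was 0.84 (standard error 0.24). It did not pass the test over all probes (limma, adjusted p = 0.795), and neither did the response of Va35 (limma, adjusted p = 0.919) or of Mp313E (limma, adjusted p = 0.948). When adjusted over the list alone, limma gave an adjusted p of 0.0212 for the difference, 0.0323 for Va35 and 0.278 for Mp313E, and because the paper names this EST as a candidate and its database holds the results of these arrays, that is not independent evidence of its direction. An exact sign test over 4 arrays cannot give a two-sided p below 0.125. The clone of AW438153 matched 1 gene of the maize reference, LOC542569, whose listed synonyms are dbf1 and GRMZM2G061487. AW261420 was measured on too few Mp313E arrays to be tested; with all marked spots kept, its log2 ratio was 0.76 in Va35 and -0.48 in Mp313E, and under the alternatives that allowed a test the Va35 value lay between 0.21 and 1.23, while the Mp313E value lay between -0.94 (without Mp313E replicate 0 or replicate 3) and 0.0784 (without both dye-swap arrays), so that its sign turned. TC239060 and AZM4_24463 were not analysed here. The paper states that AW261420 in Va35 and AW438153 in Mp313E are among the candidate genes found by several lines of evidence in CFRAS-DB.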

Sequencing has been performed on some candidates to find single nucleotide polymorphisms (SNP) and insertion / deletions (indels) in the target genes for further validation and possible use in developing markers for resistance to aflatoxin accumulation in maize.   These SNPs are available in CFRAS-DB. 

## Materials and methods

CFRAS-DB is implemented in MySQL 5.1.31-community version and resides on a Quad Core XEON processor X5355 2.66 GHz 2664 MHz running SUSE Linux. The web interface is implemented in Perl CGI.  The database contains data from the maize/*Aspergillus* research community (Table 1) and from external sources (Table 2).  Tables 1 and 2 illustrate the many different types of data that must be integrated.  Our strategy has been to develop procedures for mapping all of the identifiers/sequences to the newly released maize genome.  Procedures for remapping as the maize genome is refined have also been developed.  We map both EST and proteins sequences to the MaizeSequence sequences using Exonerate.  With a requirement of 80% or greater similarity, more than 99% of the 28,000 EST sequences and more than 99.5 % of the 715 unique protein sequences map to unique genes in the maize genome.

The strategy for mapping Expression Sequence Tag (EST) data and protein data to the maize genome is as follows:

1) Load the MaizeSequence core tables.  The version currently loaded is MySQL core_53_4a (http://ftp.maizesequence.org/current/databases/zea_mays_core_53_4a.sql.gz).

2) Map EST and protein identifiers to the maize sequence using Exonerate and requiring 80% similarity. [18].

3) Retrieve gene model annotation from the MaizeSequence core MySQL relational tables.

4) Link gene model annotations to AgBase functional annotations [19]

5) Link gene model annotations to bin using MaizeGDB bin coordinates [20].

In addition to sequence data and annotations, we also integrate extensive metadata describing the experiments including date, location, the genotypes used, number of days after inoculation when samples were collected, and the tissue used in the experiments.  

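At 2 DAI, no probe passed the test in Va35, in Mp313E or for the difference between the lines. Among named probes with the same sign on all 4 Va35 arrays, those above 0 with the smallest p were, besides AW060056, 605028B02, a tubulin alpha 3 chain, at a log2 ratio of inoculated over uninoculated of 0.74 (standard error 0.22), 605053G09, an actin, at 0.54 (standard error 0.18), and 605032H06, a tubulin alpha 1/2 chain, at 0.57 (standard error 0.21). A probe of the homeobox gene KN1, which acts in shoot meristems, stood at 0.67 (standard error 0.27). In this order, these 4 were above background plus 1 SD in both channels on 3, 2, 5 and 1 of 8 arrays, against a median of 7 for the tested probes. Below 0 in Va35 were AI855399 at -1.67 (standard error 0.25), AW256102 at -1.69 (standard error 0.61) and AW424418 at -0.70 (standard error 0.25). AI855399 lay at -2.89 on the dye-swap array and between -0.51 and -0.41 on the other 3, and its value turned to 0.38 when the dye-swap arrays were read with the dyes of their label fields. Of the 3134 probes tested with limma, 0 had an adjusted p under 0.05 in Va35, against 128 at an unadjusted p under 0.05, of which 47 were higher and 81 lower after inoculation. In Mp313E 0 passed and 153 had an unadjusted p under 0.05, 86 higher and 67 lower. For the difference between the lines 0 passed and 166 had an unadjusted p under 0.05, 81 higher in Mp313E and 85 higher in Va35. Chance alone gives 156.7 such probes per comparison among the 3134 tested. Alternatives that left out arrays, dropped the dye effect (3182 probes) or kept marked spots tested other numbers of probes, to which 156.7 does not apply. These counts depended on single arrays: without Va35 replicate 0, 102 of 169 such probes were higher in Va35, the difference had 110, and 11 of 2632 passed in Mp313E, without Va35 replicate 1 Mp313E had 258, and without Mp313E replicate 0, 37 of 102 were higher in Mp313E. They also depended on the handling of the dye swaps: without both dye-swap arrays, with the label-field reading and without the dye effect, Va35 had 332 (212 higher), 271 (162 higher) and 195 (98 higher), Mp313E had 55 (21 higher), 74 (23 higher) and 79 (38 higher), and the difference had 154, 109 and 119. With marked spots kept, the counts were 239, 248 and 266 of 5342, none above the share of 0.05 that chance gives. The smallest adjusted p from limma was 0.489 in Va35, 0.948 in Mp313E and 0.795 for the difference. Besides AW438153, the named probes whose 4 Mp313E arrays all lay on 1 side of the 4 Va35 arrays were AW424418 at a difference of 0.87 (standard error 0.33), AW447883 at 0.62 (standard error 0.24) and PAC 1-3, above background plus 1 SD in both channels on 2 of 8 arrays, at -0.91 (standard error 0.31), none of which passed. In simulated data with 200 of the 3134 probes changed in Va35, the same test recovered 0% of them at a change of 2-fold, 81% at 4-fold and 96% at 8-fold. Each change was simulated 1 time, and Mp313E and the difference were not simulated. The noise was normal and independent, with the moderated spread from limma, and changes were added to the normalized ratios. Recovery of real changes, above all of dim probes, can therefore be lower.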

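Probes of histones, tubulins and actins, proteins of chromatin and the cytoskeleton, had 11 of 11 tested probes above 0 in Va35 after inoculation and a median log2 ratio of 0.54. Camera of limma, which compares a list with the other probes, called the list (adjusted p = 1.5e-04, and adjusted p = 0.176 with an estimated correlation), while fry of limma, which tests a list against no change, did not (adjusted p = 0.0797). In Mp313E 4 of the 11 were above 0 and the median was -0.04 (camera, adjusted p = 0.972, and fry, adjusted p = 0.993). That median turned to 0.09 without both dye-swap arrays, 0.07 without the dye effect and 0.05 with the label-field reading, each with 6 of 11 above 0. The difference between the lines, Mp313E minus Va35, was below 0 for 11 of 11 with a median of -0.52 (camera, adjusted p = 0.0046, and adjusted p = 0.198 with an estimated correlation; fry, adjusted p = 0.140). Probes of photosynthesis, of the photosystems, Rubisco and the chaperonin that binds Rubisco subunits, had 9 of 9 above 0 in Va35 and a median of 0.23 (camera, adjusted p = 0.0492, and adjusted p = 0.198 with an estimated correlation; fry, adjusted p = 0.108). In Mp313E 1 of 9 was above 0 with a median of -0.10 (camera, adjusted p = 0.0973, and fry, adjusted p = 0.231), and the difference was below 0 for 9 of 9 with a median of -0.39 (camera, adjusted p = 0.0077, and adjusted p = 0.176 with an estimated correlation; fry, adjusted p = 0.0797). The photosynthesis median in Mp313E turned to 0.08 with the label-field reading, with 8 of 10 above 0. It was 0.03 without both dye-swap arrays and 0.02 without the dye effect, with 6 of 10 above 0 in each.

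**Figure D2:**
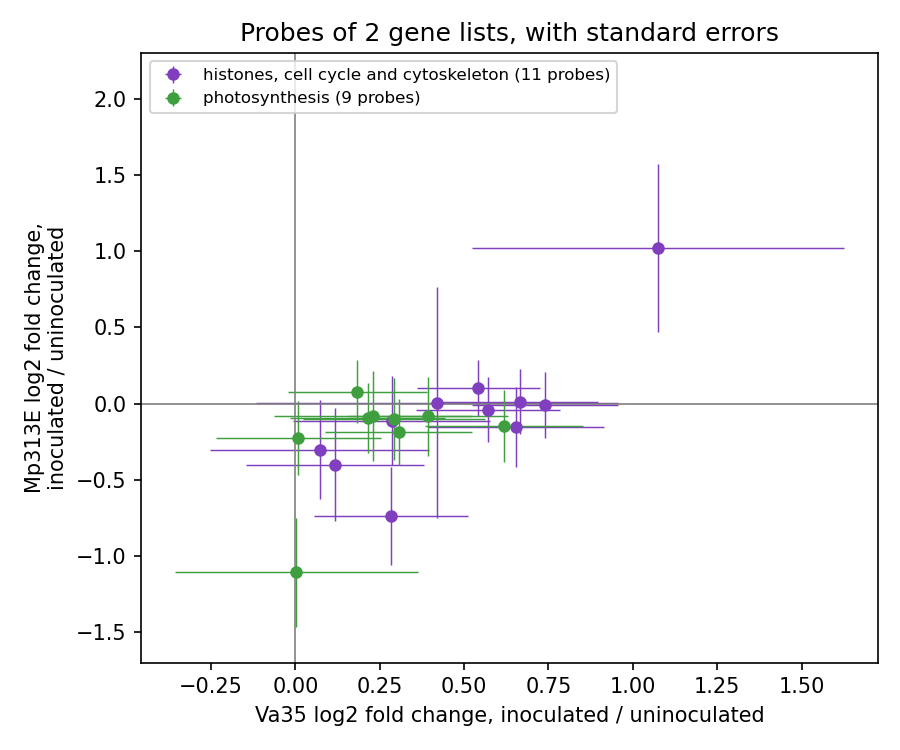
Log2 fold change after inoculation in Va35 (horizontal axis) against that in Mp313E (vertical axis) for each tested probe of 2 gene lists, with points for the estimates and lines for the standard errors. All 11 histone, tubulin and actin probes and all 9 photosynthesis probes lie to the right of 0, and 4 of the 11 lie above 0 on the vertical axis.

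Most of these probes lie near background: 8 of the 11 and 6 of the 9 were above background plus 1 SD in both channels on fewer than 4 of the 8 arrays. Of single members, histone H4, 605004D02, stood at 0.67 (standard error 0.23) in Va35, above 0 on 3 of 3 arrays but above background plus 1 SD in both channels on 1 of 8, and turned to -0.12 when the dye-swap arrays were read by their label fields. The chaperonin probe 606002C02 stood at 0.62 (standard error 0.24) in Va35, above 0 on 3 of 4 arrays but above background in both channels on 1 of 8, and a tubulin alpha 1/2 probe, 605054G06, above background on 2 of 8, at 1.08 (standard error 0.55) in Va35 and 1.02 (standard error 0.55) in Mp313E. The Mp313E value of 605054G06 rests on the dye-swap array, at 2.71, with the other 3 between -0.05 and 1.02, and turned to -0.46 without Mp313E replicate 0, to -0.44 with the label-field reading and to -0.50 with plain background subtraction. Over all probes 0 of the 11 and 0 of the 9 passed in limma in any comparison, and 0 when adjusted over the list alone; at an unadjusted p under 0.05 there were 5 and 1 in Va35, 0 and 1 in Mp313E and 3 and 2 for the difference. Adjusted over the list alone, histone, tubulin and actin probes passed in Va35 under other settings: 2 of 8 without Va35 replicate 0, 4 of 11 with no background correction and without the dye effect, 6 without both dye-swap arrays and 3 with raw ratios; photosynthesis probes passed in Va35 with the label-field reading (3 of 10) and without both dye-swap arrays (1 of 10), and without Va35 replicate 0, 1 probe of each list passed in Mp313E. Of the unadjusted counts in Va35, the 5 became 2 without Va35 replicate 1 or 3 and 3 without Mp313E replicate 0, and the 1 became 3 without Va35 replicate 0 and 0 without Va35 replicate 1, 2 or 3 or Mp313E replicate 0. In the difference, the 3 became 0 without Mp313E replicate 1 and 1 without Va35 replicate 3 or Mp313E replicate 2 or 3, and the 2 became 0 without Va35 replicate 1 or 3 or Mp313E replicate 1 or 2 and 1 without any other array; in Mp313E the 0 became 1 without Va35 replicate 0 or Mp313E replicate 2, and the 1 became 0 without Mp313E replicate 0. Camera used the 7 and 8 probes measured on all 8 arrays with a preset correlation of 0.01, and its p-values were adjusted over 9 tests. On the Va35 dye-swap array, 4 of the 11 histone, tubulin and actin probes were above 0, with a median of -0.15, and 4 of the 9 photosynthesis probes, with a median of -0.09. An actin probe of the 11 and 2 photosynthesis probes of the 9 carry clone IDs that were altered to numbers, and whether the spots averaged under such an ID are of 1 clone or more is not known. The photosynthesis median in Va35 moved to 0.44 without Va35 replicate 0, with 7 of 9 above 0, and to 0.12 without Va35 replicate 1, with 8 of 9 above 0. The photosynthesis call in Va35 ended without Va35 replicate 0, 1, 2 or 3 (adjusted p of 0.124, 0.141, 0.0541 and 0.0830) and without Mp313E replicate 2 (0.0525), with scaling between arrays (0.101), the filter on dim probes (0.0621), the replicate block (0.101) and, chosen after the data had been seen, array quality weights (0.0760), over alternatives from 1.88e-05 to 0.141. With fry, the histone, tubulin and actin list passed without Va35 replicate 0 in Va35 and in the difference (adjusted p = 0.0228 for both), the photosynthesis difference passed there too (0.0284), both differences passed without Mp313E replicate 0 (0.0445 for both), both lists passed in Va35 with the label-field reading (0.0388 for both), the histone, tubulin and actin list in Va35 with raw ratios (0.0377, chosen after the data had been seen), and all 4 tests that camera called passed without both dye-swap arrays (adjusted p from 0.0104 to 0.0445), over alternatives from 0.0104 to 0.320. The camera call of the histone, tubulin and actin difference ended without Va35 replicate 3 (0.0635, over alternatives from 8.71e-05 to 0.0635), and without Mp313E replicate 0 both lists passed in Mp313E (camera, adjusted p = 0.0327, with medians of -0.32 and -0.22); the photosynthesis list also passed there with no background correction (0.0353) and with plain background subtraction (0.0406), over alternatives from 0.0327 to 0.692. With an estimated correlation in the same settings, these calls were lost, at an adjusted p of 0.187 for both lists, 0.142 and 0.144.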

Gene expression data is included for comparison of both control and inoculated samples and for comparison of different genotypes. All microarray data is accompanied with the metadata required for submission to the GEOarchive [21].

The gene centric design of CFRAS-DB is reflected in the entity-relationship diagram for the core CFRAS-DB tables (Figure 1).  The *gene_stable_id* table provides the link between the MaizeSequence data and the CFRAS-DB data.  CFRAS-DB currently consists of twenty-five tables excluding the MaizeSequence core tables.  Both EST identifiers and UniProt identifiers are mapped to MaizeSequence gene identifiers and a procedure for remapping has been established as MaizeSequence is updated. Because of the complexity of identifier mapping, we do not support automatic upload of data into the system.  We do encourage members of the corn fungal resistance community to submit data for inclusion in the database.  We accept gene expression data in the GEO format and proteomics data in the PRIDE format.  We will work with scientists to obtain all the necessary metadata.

### Data sources

#### QTL data

Analysis of quantitative trait loci (QTL) from resistant lines has successfully identified dozens of QTL, mainly from the following lines: Mp715 [22], Mp717 [23], Mp313E [24], Mp420, Tx6 [25,26], Tx601, and Oh516 [27].  Each QTL tends to express only in some environments, and each line tends to contain only some of the QTL.  Furthermore, very few of the QTL have a large effect, although the combined effect of several QTL can confer a high degree of resistance on a line.  Some QTL that are constant over different sources or those expressed in multiple environments can be found, especially some large effect QTL on chromosome 4 (bins 4.06 and 4.08).  Data from a number of QTL experiments is incorporated in CFRAS-DB.    

### Gene expression studies of maize (*Zea mays* L.) ears

The maize inbred lines Va35, Mp313E were used in the 2 days after inoculation (DAI) [28] microarray study while the inbred lines Va35, B73, Mp313E and Mp04:86 were used in the 4DAI microarray study. 

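The 2 DAI study compared inoculated with uninoculated ears of Va35 and Mp313E on 8 two-colour cDNA arrays, 4 for each line. Ears were inoculated 14 days after pollination with 3.4 ml of spore suspension and harvested at 16 days, and each array carried RNA of inoculated ears in 1 channel and RNA of uninoculated ears of the same line in the other. In each line, replicate 0 was a dye swap and replicates 1 to 3 were not. On the dye-swap arrays the label fields and the source names give opposite dyes. The source names, which fit the stated design of 2 dye swaps, were followed. The other reading was run as an alternative, without a dye effect in the model. The submitters describe the replicates as biological, each grown and harvested on its own, with 1 replicate on each array. The sources do not settle whether the dye-swap array repeats RNA of another replicate; if it does, each line has 3 independent replicates, not 4. The files hold the intensity of each spot and of its local background as scanned, and a negative mark on 40.0%, 42.0%, 52.1% and 25.6% of the spots of Va35 replicates 0 to 3 and on 63.1%, 29.6%, 0% and 54.9% of those of Mp313E replicates 0 to 3. The median background of channel A was highest on the dye-swap array of each line, at 799 in Va35 and 1812 in Mp313E. Marked and control spots were left out, the background was corrected with normexp and an offset of 50, and each array was normalized by loess. Spots of a probe were averaged, and probes measured on at least 3 of the 4 arrays of each line were fitted in limma with a response for each line and a dye effect for each probe that both lines share. P-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. After normalization the log2 ratios had a standard deviation between 0.39 and 1.25 per array. Across probes, Va35 replicates 1 to 3 correlated at r = 0.06 to 0.17 and Mp313E replicates 1 to 3 at r = -0.22 to 0.04. As turned, the dye-swap array correlated with the others of its line at r = -0.06 to 0.04 in Va35 and -0.06 to 0.17 in Mp313E. Arrays of different lines correlated at r = -0.11 to 0.19, so no pair within a line exceeded the highest pair between lines. Probes are not independent replicates. The number of arrays limits the precision, and the dye effect of a probe rests on the 2 dye-swap arrays, 1 in each line.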

Va35 and B73 are inbred lines susceptible to aflatoxin and, Mp313E and Mp04:86 are inbred lines resistant to aflatoxin. 

The slides used were the maize Unigene [29] 1-1.05 arrays purchased from the National Science Foundation (NSF) Maize Gene Discovery Project (MGDP).  

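The maize probes of these arrays are nearly all ESTs. The files name 5342 maize probes, mostly spotted 3 times, of which 5218 are ESTs and 96 carry a description, such as histones, tubulins, Rubisco subunits and multidrug resistance proteins. Of the 5342 probes, 3134 were measured on enough arrays to be tested and 1751 were measured on all 8. Only 65 of the 5244 clone IDs matched exactly 1 gene of the reference table of maize genes, so that 113 of the tested probes had a description or a matched gene. AI649478, AW060056 and AW231407 were matched by the gene model that Figure 3 gives them, and AW261420 carries the name the paper gives it. No other EST was named otherwise. Some clone IDs in the files were altered to numbers, among them those of a photosystem II and a Rubisco probe, and these probes are called by their descriptions. Each of the 4 altered IDs covers 6 spots with 1 description, which were averaged as 1 probe; distinct clones can share such an ID, and the files do not tell whether they do. Keyword lists for defence proteins, oxidative stress, phenylpropanoid synthesis, jasmonate, heat shock proteins, starch metabolism, ribosomal proteins and the cell wall had 0 described probes on these arrays.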

All recommendations of the minimum requirements for a microarray experiment (MIAME) checklist [30] were followed. 

Tools from AgBase (http://www.agbase.msstate.edu) and SAS Version 9.1.3 (SAS, Cary, North Carolina) were used for analysis of the data and gene ontology (GO) annotation for the differentially expressed transcripts [19]. The Agbase GoSlimViewer tool was also used to produce high-level summaries of the annotations using the Plant Go Slim available from the Gene Ontology website (http://www.geneontology.org/GO.slims.shtml).

### Proteome profile of the developing maize (*Zea mays* L.) rachis

Rachis from 21-day-old field-grown maize genotype Mp313E was profiled. For 2-DE rachis proteins were extracted with modified phenol-based protocol [31] and separated via 2-DE on 24-cm NL pH gradient 3-10 IPG strips (BioRad, Hercules, CA) and large format gels (25 cm x 20.5 cm x l.5 mm) slab gels with 10-15% polyacrylamide gradient.  Gel pots were trypsin-digested, analyzed via 1-D LC ESI MS/MS and proteins were identified against UniProt database using ProteoIQ 1.3.01 (Bioinquire, Athens GA) software. For 2-D LC, rachis proteins were extracted using 3 procedures: modified phenol extraction [31], extraction from cell debris with chaotrops and CHAPSO and DDF (Differential Detergent Fractionation) [32]. Complex protein mixtures were in-solution digested with trypsin and analyzed via 2-D LC ESI MS/MS. Proteins were identified using ProteoIQ 1.3.01 (Bioinquire) software and UniProtKB database [33].

### Single Nucleotide Polymorphisms

DNA was extracted using the CTAB method from frozen, freeze-dried leaf tissue.  DNA was extracted from multiple resistant and susceptible lines. Primers were designed for each gene by using the EST sequence obtained from NCBI (http://www.ncbi.nlm.nih.gov/).  Primer 3 software v. 0.40 (http://frodo.wi.mit.edu/primer3/) was used to design the primer pairs, and primers were ordered from Sigma – Genosys.  Primers were verified using PCR amplification and PCR products were visualized on a 1.5% agarose gel stained with ethidium bromide. 

PCR products were purified using Qiagen QIAquickTM PCR Purification Kit (Qiagen Inc.; Valencia, CA), and sequencing reactions were prepared using Big Dye® chemistry from Applied Biosystems Inc. (Foster City, CA). The sequencing reactions were then analyzed using an Applied Biosystems 3730xl DNA Analyzer.  Sequencing was performed on multiple resistant and susceptible maize genotypes, and alignment of sequences was performed using DNAMAN software v. 5.2.9 (Lynnon Corporation; Pointe-Claire, Quebec, Canada).

## Future directions and conclusions

We are in the process of integrating three additional proteomics datasets and an RNASeq dataset into CFRAS-DB.  The addition of RNASeq data will significantly increase the size of the database.  We plan to develop a prioritization algorithm that will rank genes by the number of experiments where they were found to be differentially expressed between resistant and susceptible lines, that map to QTL known to be involved in aflatoxin accumulation resistance, have been reported in the literature to be involved in aflatoxin accumulation resistance, and that contain genes or domains known to be involved in pathways that do not favor the production of aflatoxin. 

The proteins and gene sequences identified via the queries can be investigated with pathway analyses to find larger patterns indicating major mechanisms of resistance to fungal infection or aflatoxin accumulation in maize.  The reports generated by the queries can be formatted for automatic update into network analysis programs.  In addition to maize genetics, genomics, proteomics, and biochemical studies, data from different *A. flavus* strains can be added, and perhaps resistance data from maize infected with other fungal strains as well.  Information on environment data (from field phenotyping studies) will allow more complexity to be added to the analyses, which is important considering the complexity of the trait under study.

The CFRAS database and the associated web-based interface allow researchers to examine many lines of evidence to assess the potential role of a gene or group of genes in the response of different maize lines to *A. flavus* infection and subsequent production of the toxin, aflatoxin, by the fungus. CFRAS contains data from QTL experiments, gene expression studies, proteomics studies (both gel-based and shotgun), as well as sequence data from the literature. The database also contains results by other research groups who have identified genes potentially involved in resistance or susceptibility to *A. flavus*, and we expect more will follow. The web-based interface provides researchers with the capability to mine the database across many different experiments.

### Availability and requirements

The database is publicly available from the AgBase main page (http://www.agbase.msstate.edu).  Researchers wishing to submit data to CFRAS-DB should contact .  Access to the restricted database can be made available to submitters prior to publication of their results to facilitate analysis.  

## Authors' contributions

RYK facilitated the discussion on the database, led the writing effort, helped develop the requirements of the database, and conducted the gene expression studies.  JWH designed and created the initial database.  MLW helped design the structure of the database, co-wrote and edited the article, and did the QTL studies and meta-analysis.  CG and SMB designed the database structure, developed the id mapping approach   implemented the database and the web-based interface, and co-wrote the article.  LKH helped design the structure of the database, co-wrote and edited the article.  OP and TP performed proteomic analysis of maize rachis and contributed to writing the article. BP performed proteomic analysis of maize silk.  DSL led the proteomic studies and provided guidance. JEM aided in gene expression studies and conducted the SNP studies. AKA aided in gene expression studies, and contributed to data extraction. SO reviewed published literature and manually curated the references to select candidate genes. WBH helped specify the requirements for the database and edited the manuscript. WPW initiated, planned, and oversaw the QTL and gene expression studies and assembled the group of investors working on the database project.

## Competing interests

The authors declare that they have no competing interests.

How the deposited data were processed for this re-analysis (not part of the article)

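Ear RNA of the maize inbred lines Va35 and Mp313E was measured 2 days after inoculation with *Aspergillus flavus* on 8 two-colour arrays, 4 for each line, with inoculated against uninoculated RNA on each. The authors deposited the scanned intensity of every spot and of its local background for channels A and B, with a mark of 0 or a negative value on each spot and a raw log ratio. Scanner and image software are not given in the sources used here. The authors also deposited a value table of processed scores for the same arrays, whose scale, centring and direction are not stated; its columns have medians between -0.0272 and 0.0408, and its rows could not be matched to probes. The paper names SAS and AgBase tools for the analysis, and its text names no normalization or test.

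All values reported here were computed from the deposited intensity columns in R 4.3.3 with limma 3.58.1. Marked and control spots were left out, normexp background correction used an offset of 50, loess within each array a span of 0.3, and the spots of a probe were averaged. The model had a Va35 response, an Mp313E response and a dye effect for each probe shared by both lines, and the difference between the lines was tested in the same model. Probes measured on at least 3 of 4 arrays in each line were tested; this number was chosen after the design had been fixed. An adjusted p is Benjamini-Hochberg over the 3134 probes tested, from limma, with a threshold of 0.05. The direction of the ratios, inoculated over uninoculated, is likely but not settled. By the quantiles of its distribution, the Va35 dye-swap column of the value table lay nearer the turned ratio (r = 0.995) than the unturned one (r = 0.914). For the Mp313E dye-swap column the values were 0.9999 and 0.9988, too close to tell the readings apart. Such quantiles separate little in general, since Va35 replicate 2, not a dye swap, gave 0.994 turned and 0.995 unturned. That bears only on the turning of the dye swaps, since the direction of the value table is not stated. The direction itself rests on the ESTs of Figure 3, which have the same direction here and are no independent evidence of it. The test was checked on simulated data with 200 changed probes.

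The 16 gene lists were keyword searches applied to the descriptions in the files, to matched gene names of the reference table for the assembly Zm-B73-REFERENCE-NAM-5.0 and to the names the paper gives its ESTs. AW261420 entered its list by the paper's name alone. Lists with at least 5 probes were tested with limma's camera, which compares a list with the other probes, and fry, which tests it against no change, for 3 comparisons, and p-values were adjusted over these 9 tests. Camera called 4 of the 9 with a preset correlation and 0 with an estimated one, where those 4 had an adjusted p of 0.176 to 0.198, and fry called 0, with adjusted p from 0.0797 to 0.993 and an unadjusted p under 0.05 for 3 (0.0115, 0.0177 and 0.0361). The probes named in the text are, by a rule fixed before the data were examined, the highest and lowest described probes past the threshold with the same sign on all arrays of a line, or for the difference with all Mp313E values on 1 side of all Va35 values; where fewer than 5 passed in a direction, described probes of unadjusted p under 0.05 with that pattern, by smallest p, up to 5; the 3 members of smallest p in each list and line; and every EST the paper names. Smaller lists gave counts only: dbf1 (AW438153) was the 1 probe of the dehydration list and of the transcription factor list, the storage protein list had 1 probe, of prolamine binding factor, and the fermentation and one-carbon list had 1, AW261420, neither of which was tested, and the ubiquitin list had 2, with 0 past the threshold in limma and 0 at an unadjusted p under 0.05.

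Alternatives covered the background correction, normalization, scaling between arrays, a filter on dim probes, the marked spots, the dye effect, the reading of the dye swaps, the value table, the replicate number as a block and leaving out each array in turn. Array quality weights and raw ratios were added after the data had been seen. Raw ratios kept marked spots and had no background correction, normalization or dye effect. The label-field reading and the fit without both dye-swap arrays also had no dye effect, so they change more than the dye swaps. Between 49.9% and 79.7% of the spots of an array were above background plus 1 SD in a channel, and the number of arrays limits the precision. Control and unnamed spots were left out of the tests. Genome coordinates are not given, since the arrays' clones were matched by identifier only.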

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

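The tests of dye bias for AW438153, of spread for the dye-swap arrays and all 3 tests of the histone, tubulin and actin list were chosen after the results were seen, as were array quality weights and raw ratios among the alternatives; the other tests in this part were chosen before.

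AW438153 (dbf1) was below 0 on all 4 Va35 arrays and above 0 on all 4 Mp313E arrays. The difference was 0.84 on the log2 scale, with an adjusted p of 0.795 (limma). Under all 20 alternatives the difference was above 0, from 0.52 to 0.98, with an adjusted p from 0.741 to 0.915 (limma). Leaving out single arrays could hardly turn it, given the pattern. The tables argue against spots near background, since the probe was above background plus 1 SD in both channels on 8 of 8 arrays. A dye bias that both lines share cancels in their difference of 0.84 (standard error 0.24, limma, unadjusted p = 0.00904). The difference was 0.91 without both dye-swap arrays, but 0.52 with the label-field reading (limma, unadjusted p = 0.151). Opposite signs in the lines already put the difference above 0, so the 0.84 and its p are no separate test of that bias. A dye bias that differs between the lines stays open, since the signs of the dye-swap arrays are part of the pattern and test nothing. Chance stays open too: 18 of 1751 probes measured on all 8 arrays had opposite signs in the 2 lines throughout, against 13.6 on average in random sign draws, and 14.6% of draws gave as many. A difference between the resistant and the susceptible line may also lie behind it, and the design cannot separate it from other differences between the lines' ears.

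Most probes at an unadjusted p under 0.05 took their largest value from the dye-swap array of their line, 68.2% of them with the dye effect in the model. The dye-swap arrays do not have the widest spread of log2 ratios, which was the case in 0 of the 2 lines. Without the dye effect the percentage was 21.9%, so the weight that the single dye-swap array has in the model is a candidate explanation. No biological explanation was tested. AI855399 is an example, with a lowest Va35 value of -2.89 on the dye-swap array, far below the other 3 arrays.

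Histone, tubulin and actin probes had a median of 0.54 in Va35, where camera, which compares them with the other probes, gave an adjusted p of 1.5e-04 and one of 0.0046 for the difference between the lines, while fry, which tests against no change, gave 0.0797 and 0.140 (0.0104 to 0.296 over the alternatives; 0.0228 for both without Va35 replicate 0, and 0.0445 for the difference without Mp313E replicate 0). A shift shared by the other described probes that are not ESTs stays open: the 50 others had a median of 0.22, with 36 above 0, and on the Va35 arrays the median of the list lay above theirs by 0.24 on average (standard error 0.17, 95% interval -0.29 to 0.76), on 3 of 4 arrays. Spots near background stay open, since the members were above background plus 1 SD in both channels on a median of 2 of 8 arrays, and so does dye bias, because only 36.4% of the members were above 0 on the Va35 dye-swap array, where the list's median was -0.15, and in the difference between the lines, where a bias that both share cancels, fry gave 0.140. Both camera calls were lost with an estimated correlation, at an adjusted p of 0.176 and 0.198 (0.110 to 0.362 over the alternatives), and that of the difference without Va35 replicate 3, at 0.0635. A response of the susceptible line to inoculation stays open as well, as a hypothesis that no value here decides.

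Photosynthesis probes, which the paper does not discuss and of which 6 of 9 were above background plus 1 SD in both channels on fewer than 4 of 8 arrays, had a camera adjusted p of 0.0492 in Va35 and of 0.0077 for the difference between the lines; with an estimated correlation these were 0.198 and 0.176 (0.110 to 0.386 over the alternatives), and with fry 0.108 and 0.0797 (0.0232 to 0.320 over the alternatives; 0.0284 and 0.0445 for the difference without replicate 0 of Va35 or of Mp313E). The Va35 median of 0.23 moved to 0.44 without Va35 replicate 0 and 0.12 without Va35 replicate 1. The Va35 call by camera ended without Va35 replicate 0, 1, 2 or 3 (0.124, 0.141, 0.0541 and 0.0830) or Mp313E replicate 2 (0.0525), with scaling between arrays (0.101), the filter on dim probes (0.0621), the replicate block (0.101) and array quality weights (0.0760), over alternatives from 1.88e-05 to 0.141. AW447883 at a difference of 0.62 and PAC 1-3 at -0.91, above background on 8 and 2 of 8 arrays, also had opposite signs in the 2 lines on all 8 arrays and are among the 18 probes counted above; in limma neither difference passed, with an adjusted p of 0.795 for both. The median channel A background stood apart on the dye-swap array of each line, at 799 in Va35 and 1812 in Mp313E. These 2 and AI855399 are 3 of 59 groups of 4 arrays examined, where chance gives about 1 in 20.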

How the results depend on the processing

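Array quality weights and raw ratios were chosen after seeing the data; the other alternatives were chosen before. No probe passed an adjusted p of 0.05 in limma in Va35 or in the difference between the lines under any alternative. In Mp313E the count was 0 under all but 1: leaving out each array in turn gave 0 to 11, with 11 without Va35 replicate 0. At an unadjusted p under 0.05 the counts were 128, 153 and 166. Of the 9 list tests 4 passed; leaving out each array gave 2 to 6, with 2 without Va35 replicate 3, and camera with an estimated correlation gave 0. The histone, tubulin and actin list passed in Va35 under all 20 alternatives that kept the preset correlation, the photosynthesis list under 11. The correlation of the responses was 0.0081 and moved to 0.0882 with the dye swaps read by their label fields. Of 689 single-probe values recomputed, 666 kept their direction and none had an adjusted p under 0.05 in limma. Many of these probes were named for having the same sign on all arrays of a line. Some alternatives, such as the replicate block, left estimates unchanged. The share that kept its direction is therefore partly fixed by the choice of probes and alternatives.

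With the dye swaps read by their label fields, the sign turned for AI855399 in Va35 (0.38) and 605004D02 in Va35 (-0.12), and in Mp313E for MRP11 (0.0332), MRP29 (0.59), MRP46 (0.79), the photosystem II precursor (0.52), 707050B11 (0.00301), 605054G06 (-0.44) and AW231407 (0.0163). Without the dye effect it turned in Mp313E for MRP29 (0.0551) and MRP46 (0.0512), and without both dye-swap arrays for MRP29 (0.43) and MRP46 (0.56). With marked spots kept it turned for 707050B11 (0.0322) and AW231407 (0.0715), with plain background subtraction for 605054G06 (-0.50), with median centring for AW060056 (0.00423), and with raw ratios for MRP29 (0.10), 605065C09 (0.0176), 605054D10 (0.00133) and AW231407 (0.0358), all in Mp313E. Leaving out each array moved 605054G06 in Mp313E from -0.46 (without Mp313E replicate 0) to 1.51 and AW060056 from -0.36 to 0.0311 (without Mp313E replicate 2). The label-field reading and the fit without both dye-swap arrays also lack the dye effect. The cause of these changes was not tested. The replicate number as a block gave 0 calls in each comparison with limma (119, 143 and 177 at an unadjusted p under 0.05) and 3 list tests. The deviations of same-numbered arrays correlated at r = 0.062, 0.016, 0.044 and 0.114, and those of other pairs between the lines at -0.14 to 0.10. These values are small and do not settle whether the numbers pair the arrays. Print-tip loess, a slide block, single spots, and the value table for lists and ESTs were not run. Background near the spot signal limits dim probes: 49.9% to 79.7% of spots were above background plus 1 SD in a channel.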

Differences from the paper's values

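For AI649478 in Va35, the fold change of inoculated over uninoculated was 0.243 here, from the 1 array left after marked spots were removed, and the paper's value is about 0.65 in Fig. 3, read by eye. Among the alternatives chosen before the data were examined, the value with marked spots kept was nearest to it, at 0.488 over 4 arrays (standard deviation 0.39). No background correction, plain background subtraction, median centring and scaling between arrays gave 0.339, 0.181, 0.258 and 0.175. The label-field reading of the dye swaps gave 4.12. The filter on dim probes, no dye effect, the replicate block and leaving out Mp313E arrays or Va35 replicates 1 to 3 left the same 0.243. All of these except marked spots kept rest on the same 1 array, with no spread between arrays, so they do not settle the difference. Without Va35 replicate 0, or without both dye-swap arrays, no value was left. Raw ratios, chosen after seeing the values, gave 0.667 over 4 arrays. They keep marked spots and apply no background correction, normalization or dye effect, so the value cannot be credited to 1 of these steps. They drop 0 of the 3 ESTs listed, with 3 of 3 at an unadjusted p under 0.05 in limma (0 adjusted). Array quality weights, also chosen after, left 0.243.

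Fig. 3 lists AI649478, AW060056 and AW231407 as differentially expressed in Va35 at 2 DAI. It gives them probabilities of 0.047, 0.022 and 0.045, and the paper's text names no test or adjustment behind them. An adjusted p over all probes can therefore be a stricter threshold than that of the figure. Here 0 of the 2 that were tested passed an adjusted p of 0.05 in limma, and 2 of 2 had an unadjusted p under 0.05; with marked spots kept, 3 of 3 had an unadjusted p under 0.05, and with no background correction, with the label-field reading, without Va35 replicate 1 and without Va35 replicate 3, 1 of 2 had. Without Va35 replicate 0, 1 was tested and 1 of 1 had. The fold changes of AW060056 and AW231407, 1.57 and 1.57, were above 1, like the values of about 2 and 1.8 in Fig. 3. The direction in Fig. 3 was the basis for the direction of the ratios, so this is not independent.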

Other observations

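The tests against other splits of the arrays in this part were chosen before the results were seen; raw ratios, an alternative named here, were chosen after.

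Probes of multidrug resistance proteins, a family of membrane transporters, made up all 9 members of the list for receptor, resistance and signalling proteins. In Va35 6 of 9 were above 0, with a median of 0.13 (camera adjusted p = 0.230), and in Mp313E 1 of 9, with a median of -0.17 (adjusted p = 0.162). Over the alternatives the Va35 median ran from 0.038 to 0.47, with 0.32 without Va35 replicate 3. The Mp313E median ran from -0.35 to 0.25, with -0.27 without Va35 replicate 0. The difference between the lines had a median of -0.25 (adjusted p = 0.0973). That median was -0.020 without Mp313E replicate 2, with 4 of 9 above 0, -0.48 without Mp313E replicate 1, -0.44 without Va35 replicate 3 and -0.43 without Mp313E replicate 0. The difference passed without Mp313E replicate 1 (0.0446) or replicate 3 (0.0337), with no background correction (0.0446), median centring (0.0332) and raw ratios (0.00962), over alternatives from 0.00962 to 0.783. The Va35 response passed with raw ratios (0.00962, over alternatives up to 0.915) and the Mp313E response with the label-field reading (0.00157, over alternatives up to 0.868). With an estimated correlation in the same settings these 7 calls were lost, at an adjusted p of 0.142 for Mp313E, 0.341 for Va35 and 0.221 to 0.341 for the difference. With fry the adjusted p was 0.388, 0.388 and 0.256. With an estimated correlation and no other alternative the adjusted p was 0.427, 0.383 and 0.307. The Mp313E median turned to 0.25 with the dye swaps read by their label fields and to 0.10 without both dye-swap arrays. MRP46 stood at 1.10 (standard error 0.50) in Va35 and -0.47 (standard error 0.50) in Mp313E, where its arrays lay between -1.48 and 2.35 and the value turned to 0.79 with the label-field reading, 0.0512 without the dye effect and 0.56 without both dye-swap arrays, MRP15 at 0.57 (standard error 0.26) in Va35, and MRP47 at -0.59 (standard error 0.27) in Va35. None of the 9 passed in limma, and at an unadjusted p under 0.05 there were 0 in Va35, 0 in Mp313E and 1 in the difference. The Va35 count became 3 without Va35 replicate 3, 1 without Va35 replicate 0 or Mp313E replicate 3, and 5 without both dye-swap arrays, where 2 passed when adjusted over the list alone; it was 3 to 4 with no background correction, plain background subtraction, no dye effect, the label-field reading and raw ratios. The count in the difference became 4 without Va35 replicate 3 and 0 without replicate 1 or 2 of either line, and without Mp313E replicate 3 the count in Mp313E became 1, and 1 difference passed when adjusted over the list alone. The photosystem II precursor probe, above background plus 1 SD in both channels on 1 of 8 arrays, was at -1.11 (standard error 0.36) in Mp313E, with -2.64 on the dye-swap array and values from -0.58 to 0.12 on the other 3, moved to -0.18 without Mp313E replicate 0, and turned to 0.52 with the label-field reading; its clone ID was altered to a number, and whether its spots are of 1 clone or more is not known.

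Across 3182 probes, which are not independent replicates, the responses of the 2 lines correlated at Pearson r = 0.0081 (Spearman rho = 0.026) without the dye term. That was within the range of simulation with no response and no dye effect, r from -0.052 to 0.045. With the fitted dye effects added to the simulation, it gave 0.22 on average. With the shared dye term r was 0.039, below the range of simulation with no effect, which gave 0.195 on average, from 0.149 to 0.248. The simulations gave every array the same spread, while the standard deviation of log2 ratios ran from 0.39 to 1.25 over the arrays. They therefore cannot decide what the gap means.

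Other sign assignments of the arrays were compared with the real ones by the number of probes at an unadjusted p under 0.05. For Va35, 8 assignments are too few for a share under 5%. The real count was 128, 5 of the 8 gave as many, and the highest other was 379, with replicates 2 and 3 turned. In that assignment replicate 1 is the only Va35 array of its sign, and its log2 ratios had the widest spread of the Va35 arrays (standard deviation 1.25). The weight of replicate 1 in the model is a candidate explanation, but the cause was not tested. Turning replicates 2 and 3 in Mp313E gave 126. For Mp313E, 8 assignments are again too few; the real count was 153, reached by 1 of the 8, and the highest other was 128. For the difference, 6 of 35 splits gave as many as the real 166. The highest other was 303, with replicates 0 and 1 of both lines against replicates 2 and 3. All the others that gave as many put both dye-swap arrays in 1 group, unlike the real split, so they do not match its balance of dyes. Among splits with 1 dye-swap array in each group, the highest other was 164, close to the real 166, so chance cannot be excluded.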
